A study of Homo sapiens with 6 samples. Its data were reported in "Dynamic chromatin architecture identifies new autoimmune-associated enhancers for IL2 and novel genes regulating CD4+ T cell activation" (2024).

How the data were processed

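Hi-C was used to measure contacts between genomic regions in 6 libraries of human naïve CD4+ T cells from blood donors. Hi-C joins DNA ends that lie close together in crosslinked nuclei and counts how often a pair of genomic bins is joined. The libraries formed 3 groups of 2, namely unstimulated cells, cells stimulated for 8 hr and cells stimulated for 24 hr with beads carrying antibodies against CD3 and CD28, which engage the T cell receptor and its costimulatory receptor. Groups were taken from the sample labels. The libraries of a group came from different donors.

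As described by the authors, reads were mapped to hg19 with HiCUP and Bowtie, converted to binned matrices with pairtools, pairix and cooler, and balanced. Loops were called by the authors with Fit-Hi-C2 on merged libraries at resolutions of 1, 2 and 4 kb, and loops of the 3 groups were joined to a consensus set. Contact frequencies were then normalized jointly across libraries by the authors with multiHiCcompare, per chromosome and resolution, and tested between pairs of groups with a quasi-likelihood F test, with no donor term stated. Contacts with mostly zero values or a low mean frequency were excluded before that test. Because the normalization was made relative to contacts spanning a similar distance, a change shared by all contacts of one distance would be removed by it.

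The deposited table was the single file analysed. It held 344418 lines, 1 for each combination of a contact, a promoter and an open chromatin region, which came to 9395 distinct contacts over the 3 comparisons and 8793 distinct bin pairs on 22 chromosomes. The log2 fold change deposited by the authors is the later over the earlier group of a comparison. A second log2 value in the authors' deposited table, the log2 CPM, is a depth-scaled contact count averaged over libraries. That value rose with distance in the 24 hr comparison (Spearman 0.349 across 4 kb contacts) and was therefore not read as a raw contact frequency. The F statistic per contact is a score deposited by the authors, and its p-value and adjusted p-value were also used as deposited. The largest adjusted p in the table was 0.05, and no contact lay between 0.05 and 0.1, so the table holds only contacts past the authors' threshold. Contacts tested by the authors and not called were not analysed here. No values per library were analysed here, so the depth of each library is unknown and no value is given per donor. Intervals on shares of contacts cover counting error only, and only as if contacts were independent.

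Each contact was counted once per comparison and resolution. All called contacts had a promoter at 1 end and an open chromatin region at the other. A standard error per contact was derived as the absolute log2 fold change over the square root of F. The F statistics and p-values implied a median of 190 denominator degrees of freedom (lower quartile 114, over 1000 sampled contacts), which exceeds what 2 libraries per group provide and shows that the spread was shared across contacts in the authors' fit. Called contacts of 1 direction whose ends lay within 50 kb of each other at both ends were merged into loci. Gene symbols, identifiers and promoter assignments were used as deposited. A gene can hold promoter bins inside its body as well as at its 5' end. Of 6889 gene identifiers, 6730 (97.7%) were found in a GENCODE annotation on GRCh37, from which gene types and positions were taken. Of 7443 promoter bins at 4 kb, 26.1% held the promoters of over 1 gene, and contacts of such genes cannot be separated.

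Gene lists (20) were fixed before the data were examined and included markers of B cells, myeloid cells, NK or CD8 T cells and nonlymphoid tissues. For each list with at least 5 genes in a comparison, the median over genes of the mean log2 fold change of their 4 kb contacts, and the numbers of genes with increased and with decreased contacts, were set against 10000 random lists matched on number of contacts and mean log2 CPM (matched permutation tests, 2-sided, Benjamini-Hochberg adjusted over 22 shift tests and over 44 count tests). The background was the set of genes with a called contact in that comparison in place of all genes tested by the authors, a departure from the plan that the table required. A count adjusted over a list alone could not be computed for the same reason. Tested on simulated lists among 772 genes of the 8 hr comparison, the shift test called 6.0% of 50 unshifted lists and 80.0% of lists shifted by 1 SD. Among 6751 genes of the 24 hr comparison it called 8.0% and 98.0%. The simulated lists held 10 and 25 genes, with values drawn independently per gene. Real values all lie past a threshold, neighbouring genes can share contacts, and some lists are as small as 5 genes. These rates may therefore not hold for the lists tested.

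Genes named in the text followed a rule fixed before the data were examined: the 10 protein-coding genes with the most increased and the 10 with the most decreased contacts per comparison, the 3 contacts with the largest change in each direction, up to 4 members of each list with the most called contacts, and genes singled out by the study on these samples. A gene that this rule covers is not reported here. Where a gene outside the rule is named, this is stated. Regions called intergenic are those outside protein-coding genes, whatever other genes they hold. Tests over chromosomes of distance, contact type and location were chosen after the data were examined. They used 2-sided sign-flip permutation tests with 100000 resamples, 1 value per chromosome, and Benjamini-Hochberg adjustment over 8 tests. The overlap of comparisons that share libraries was set against a simulation with no effect, in which both comparisons also shared the unstimulated group. Alternatives covered the threshold, a minimum change, resolution, a filter on log2 CPM, the merging distance (20 and 200 kb), the summary per gene, a rotation of gene values along the genome and genes alone in their bins. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Coordinates are hg19 and 1-based.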

Results

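Promoter contacts with open chromatin were compared by Hi-C between naïve CD4+ T cells before stimulation and after 8 hr or 24 hr of stimulation through CD3 and CD28, with 2 libraries in each of the 3 groups. Contacts past the authors' threshold numbered 849 at 8 hr against unstimulated cells, 8537 at 24 hr against unstimulated cells and 9 at 24 hr against 8 hr. All values per contact below are from the authors' deposited table, which lists called contacts only, and the error given is a standard error (SE) derived from the F statistic.

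The first comparison addressed which promoters gained or lost contact within 8 hr of activation. Contacts gained at 8 hr were most numerous at MIR155HG, the host gene of the microRNA miR-155, and at PHLDA1, and contacts lost were, among protein-coding genes, most numerous at DIP2A and PRMT2. The region around MIR155HG (chromosome 21, 26760001 to 26980000), which was singled out after its values were seen, held 68 of 288 increased contacts (23.6%). In the authors' deposited table its 63 contacts at 4 kb rose by a median log2 value of 3.08 and by up to 4.98, and MIR155HG itself (26934122 to 26947480) had 31 increased and no decreased contacts. PHLDA1, a T cell receptor-inducible gene, had the most among protein-coding genes, with 13 increased contacts, followed by JARID2, a cofactor of Polycomb repressive complex 2, with 8, the transcription factor IRF8 with 6 and NAB1, a corepressor of EGR factors, with 6. DIP2A and the arginine methyltransferase gene PRMT2 led the decreased contacts with 13 and 11. These counts overlap, since the best supported contact of each joined both genes, and the locus holding both had 13 decreased contacts in all. CLEC2D, encoding a lectin-like ligand, and PDCD4, encoding an inhibitor of translation, had 8 each.

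In all, 288 contacts increased and 561 decreased at 8 hr (33.9% increased, exact 95% interval 30.7 to 37.2% with contacts taken as independent). The median increase in the authors' deposited table was 2.82 on the log2 scale (7.07-fold) and the median decrease was -1.72 (3.29-fold lower). The PHLDA1 promoter (chromosome 12, 76424001 to 76428000) gained contact with a region 208 kb away (76216001 to 76220000), with a log2 fold change of 3.68 ± 0.50 (SE; adjusted p = 1.32e-06, the authors' deposited table). JARID2 contacted regions at a median distance of 510 kb, and its promoter bin (chromosome 6, 15244001 to 15248000) rose by 5.52 ± 0.86 (SE; adjusted p = 6.30e-05) with an intergenic open region in 14736001 to 14740000 in the authors' deposited table. MYC, the growth-promoting transcription factor, had 4 increased contacts, of which the best supported spanned 424 kb and rose by 4.88 ± 0.76 (SE; adjusted p = 6.51e-05) in the authors' deposited table. RBPJ, the DNA-binding effector of Notch signalling, had 5 increased contacts at a median distance of 244 kb, GPR108 had 5, and AGFG1 had 4, with best supported log2 changes of 2.42 ± 0.40, 3.03 ± 0.43 and 3.27 ± 0.56 (SE) in the authors' deposited table. FLOT1 and IER3 shared a promoter bin and the same 5 increased contacts. By size, the increased contacts were led by AC022498.1 on chromosome 3 with 6.25 ± 1.31 and by a pair of JARID2 contacts with 5.69 ± 1.01 and 5.52 ± 0.86 (SE, the authors' deposited table).

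Among decreased contacts, the one between DIP2A (chromosome 21, 47968001 to 47972000) and PRMT2 (48052001 to 48056000) changed by -2.36 ± 0.34 on the log2 scale (SE; adjusted p = 7.95e-06, the authors' deposited table). That DIP2A bin lies inside the gene body, away from the 5' end at 47878804. CXCR4, the chemokine receptor gene, had 7 decreased contacts at a median distance of 16 kb, the best supported at -1.88 ± 0.24 (SE; adjusted p = 1.74e-06) in the authors' deposited table. LEPROTL1 and RASGRP2, the latter an exchange factor for Rap GTPases, had 6 each, and CRLF3 and KRTAP4-11 had 5 each, with best supported log2 changes of -1.91 ± 0.26, -1.59 ± 0.24, -1.94 ± 0.26 and -3.67 ± 0.61 (SE) in the authors' deposited table. The largest decreases were between RRBP1 and ZNF133 (-5.92 ± 1.23), at RN7SL351P (-4.89 ± 1.01) and between RAC3 and CD7 (-4.38 ± 0.89; SE, the authors' deposited table).

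Of 40 inducible transcription factors of T cell activation, 10 had a called contact at 8 hr, 7 with increased contacts (IRF8, RBPJ, MYC, IRF4, EGR2, ATF3, TBX21) and 3 with decreased contacts (XBP1, JUN, EGR3). The best supported IRF4 contact, 212 kb long, had a log2 fold change of 3.73 ± 0.69 (SE; adjusted p = 0.00481, the authors' deposited table). The median of this list was 2.53 against -1.34 in matched random lists, adjusted permutation p = 0.255, and adjusted p = 0.00440 when gene values were rotated along the genome. Rotation did not match genes on number of contacts, and its draws repeated fewer than 772 distinct shifts. The rotated p is smaller than those shifts can give, so no call was drawn from it. Of 38 genes of naïve T cell quiescence and homing, 8 had called contacts, all 8 with decreased contacts. They included S1PR1, the receptor for lymphoid tissue egress, at -3.14 ± 0.42, KLF2, a quiescence factor, at -1.58 ± 0.25, and SATB1 at -1.72 ± 0.31 (SE, the authors' deposited table). BACH2, of the same list, had 2 decreased and 3 increased contacts. T cell receptor signalling proteins had 10 of 31 genes in the table, 8 with decreased contacts (PRKCQ and CD6 among them) and 2 with increased contacts (CBLB, VAV1), and inducible feedback regulators had 9 of 30, 4 with increased contacts (DUSP5, TNFAIP3, DUSP4, RGS16) and 5 with decreased contacts. The medians of these lists were -1.55 (quiescence, adjusted permutation p = 0.660), -1.41 (receptor signalling, adjusted p = 0.543) and -1.53 (feedback, adjusted p = 0.976), all within matched random lists. Lists with fewer than 5 genes in the table were not tested at 8 hr. The single cytokine gene was IL2, whose 2 contacts rose, the best supported by 3.96 ± 0.64 over 120 kb (SE; adjusted p = 2.39e-04, the authors' deposited table). Of the B cell markers, CD79A and CR2 had decreased contacts only, and no marker of myeloid cells, NK or CD8 T cells or nonlymphoid tissue was in the 8 hr comparison. XBP1, EGR2, ATF3, JUN, EGR3, CBLB, VAV1, DUSP4 and RGS16 lay outside the rule for named genes at 8 hr and were named after their values were seen, to complete counts.

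**Figure D1:**
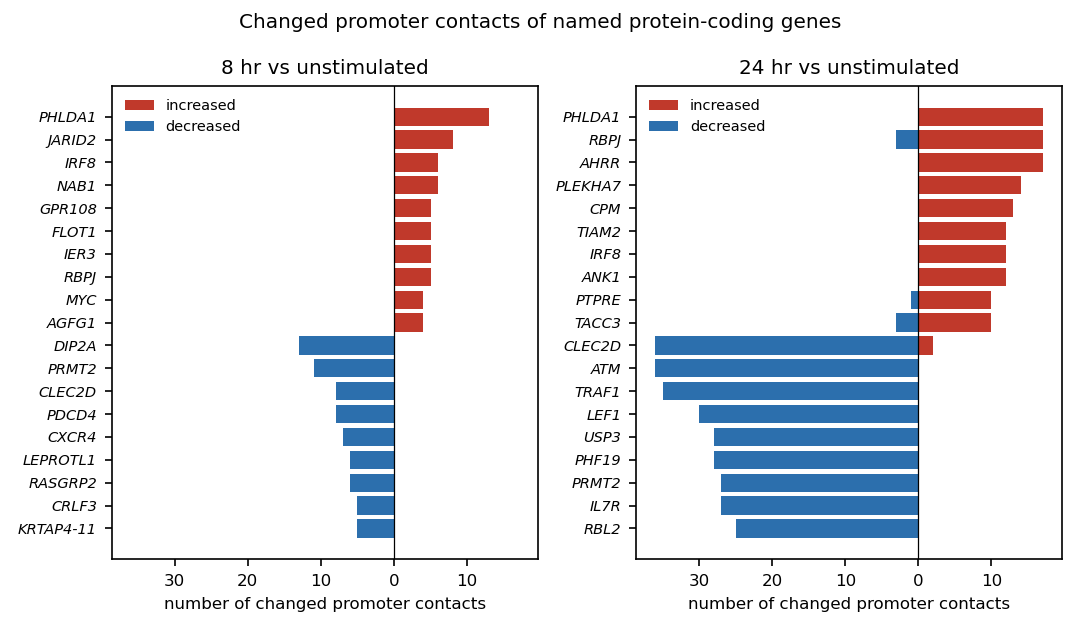
Number of called promoter contacts per gene (x axis, increased to the right of 0 and decreased to the left) for the protein-coding genes named by the number of their increased (10) or decreased (9) contacts at 8 hr (left) and 24 hr (right) against unstimulated cells. PHLDA1 has 13 and 17 increased contacts, the latter number shared with RBPJ and AHRR, and among the genes shown decreases reach 13 contacts (DIP2A) at 8 hr and 36 contacts (ATM, CLEC2D) at 24 hr.

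The comparison of 24 hr with unstimulated cells addressed the net change over the time course, in which lost contacts outnumbered gained ones by far. The DNA damage kinase gene ATM had 36 decreased contacts, CLEC2D 36, the TNF receptor adaptor gene TRAF1 35, LEF1, a transcription factor of naïve T cells, 30, and IL7R, the receptor for the survival cytokine IL-7, 27. The MIR155HG region again held the most increased contacts of any locus, 60 of 1204 (4.98%, against 23.6% at 8 hr), and PHLDA1, RBPJ and the aryl hydrocarbon receptor repressor gene AHRR had 17 increased contacts each.

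At 24 hr, 1204 contacts increased and 7333 decreased (14.1% increased, exact 95% interval 13.4 to 14.9% with contacts taken as independent). A called contact was found at 4751 protein-coding genes (24.7% of the 19229 annotated on autosomes) against 512 (2.66%) at 8 hr. The median log2 change in the authors' deposited table was 2.33 for increased contacts (5.04-fold) and -1.80 for decreased contacts (3.49-fold lower). Of the genes with the most losses, CLEC2D and TRAF1 had the best supported single losses, at -3.06 ± 0.37 (SE; adjusted p = 4.61e-08) and -2.75 ± 0.33 (adjusted p = 3.84e-08) in the authors' deposited table. The LEF1 contact between 109004001 to 109008000 and 109044001 to 109048000 on chromosome 4 changed by -2.78 ± 0.41, ATM by -2.66 ± 0.37, PRMT2 by -2.52 ± 0.35 and IL7R by -2.35 ± 0.37 (SE, the authors' deposited table). Both bins of that LEF1 contact lie inside the gene body (108968701 to 109090112). USP3, a histone deubiquitinase gene, and PHF19, a Polycomb-associated gene, had 28 decreased contacts each and RBL2, a retinoblastoma family gene, had 25, with best supported changes of -1.75 ± 0.25, -2.10 ± 0.34 and -1.88 ± 0.27 (SE, the authors' deposited table). PHF19 and TRAF1 lay in the same locus, which held 52 decreased contacts.

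Among gains at 24 hr, RBPJ rose by 4.31 ± 0.65 (SE; adjusted p = 1.61e-05) over 268 kb and PHLDA1 by 3.18 ± 0.48 (adjusted p = 7.83e-06) over 100 kb in the authors' deposited table. PLEKHA7 had 14 increased contacts, CPM (carboxypeptidase M) 13, and TIAM2, ANK1 and IRF8 12 each, with best supported changes of 3.34 ± 0.65, 3.09 ± 0.53, 3.12 ± 0.42, 2.32 ± 0.39 and 3.39 ± 0.55 (SE, the authors' deposited table). PTPRE, a tyrosine phosphatase gene, and TACC3, a mitotic spindle gene, had 10 increased contacts each beside 1 and 3 decreased ones, and RBPJ had 3 decreased contacts. A 2 kb contact of IL2 (chromosome 4, 123378001 to 123380000) with an intergenic region at 123496001 to 123498000 showed the largest increase, 6.86 ± 1.14 (SE; adjusted p = 0.00127), followed by COX4I1 (6.81 ± 1.03) and LSMEM1 (6.08) in the authors' deposited table. The largest decreases were between MIR4765 and FAM98A (-8.66 ± 1.83), SLC30A1 and DTL (-6.75) and at IVNS1ABP (-6.59 ± 1.24; SE, the authors' deposited table).

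**Figure D2:**
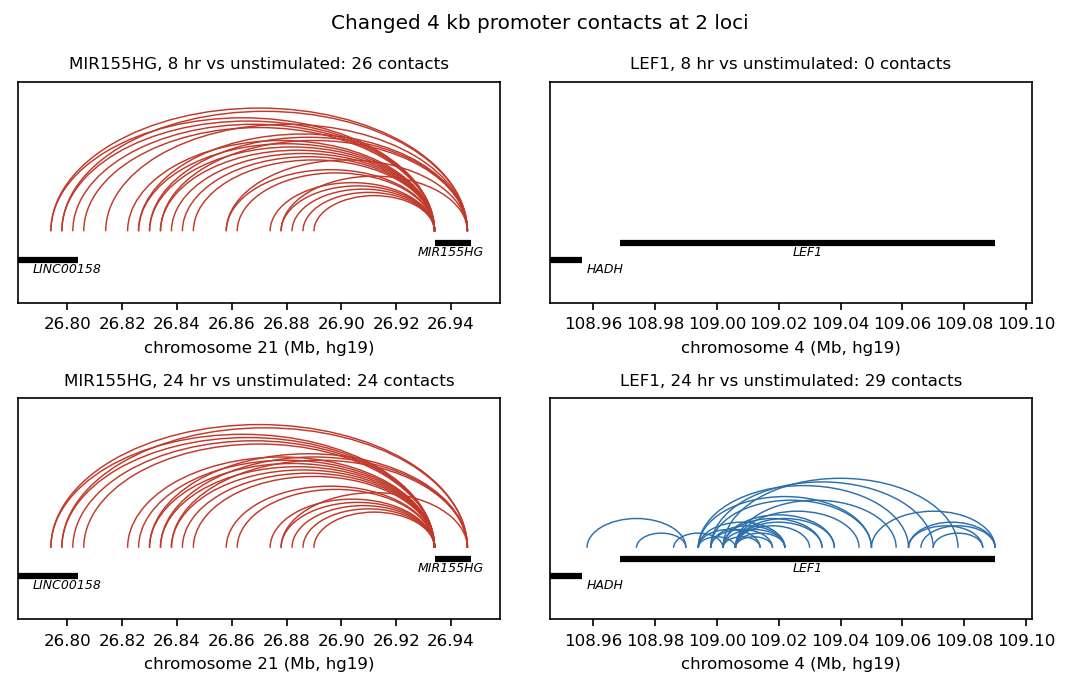
Called 4 kb promoter contacts of MIR155HG (left) and LEF1 (right) at 8 hr (top) and 24 hr (bottom) against unstimulated cells, with each arc joining the 2 bins of a contact (red, increased; blue, decreased) above the gene bodies, and positions in Mb of hg19 on the x axis. MIR155HG has 26 and 24 increased contacts, and LEF1 has no called 4 kb contact at 8 hr and 29 decreased ones at 24 hr. Most LEF1 arcs do not reach the bin of the gene's 5' end (109090112, minus strand).

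By list, all 26 receptor signalling genes in the table (of 31) had decreased contacts at 24 hr, with MALT1 also increased. FYN had 21 decreased contacts, CD6 19 and GRAP2 13, with best supported changes of -2.04 ± 0.37, -1.71 ± 0.25 and -2.33 ± 0.32 (SE, the authors' deposited table). All 30 quiescence and homing genes in the table (of 38) had decreased contacts and 3 also had increased ones (BACH2 with 2, RORA with 3), among them FOXP1 with 15 (-2.44 ± 0.38), SATB1 with 12 (-2.47 ± 0.39) and KLF2 with 10 (-2.03 ± 0.26; SE, the authors' deposited table). Random lists gave 23 and 28 genes with decreased contacts (adjusted permutation p = 0.253 and 0.313). Ranges of these random lists reached all 26 and all 30 genes, so the count test could set neither list apart. The list medians of -1.60 and -1.62 lay within random lists (adjusted permutation p = 0.431 and 0.396). Matching on the number of called contacts removed any difference in that number. Of the listed genes, 83.9% and 78.9% had a called contact, against 24.7% of annotated protein-coding genes, a difference that was not tested. Of 33 chaperone and unfolded protein response genes, 23 were in the table and all 23 had decreased contacts (PDIA6 also an increased one), with DNAJB1 at 11 contacts (-1.87 ± 0.23) and HSP90B1 at 3 (-2.05 ± 0.40; SE, the authors' deposited table), and the list median was -2.00 (adjusted permutation p = 0.431). All 16 glycolysis and nutrient uptake genes in the table (of 30) had decreased contacts only, led by LDHB with 10 (list median -1.79, adjusted permutation p = 0.976). MALT1, BACH2, RORA and PDIA6 lay outside the rule at 24 hr and were named after their values were seen.

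Of 40 activation transcription factors, 27 were in the 24 hr comparison, 8 with increased contacts (IRF8, RBPJ and IRF4 with the most) and 22 with decreased contacts (XBP1 with 10, IRF1 with 7). The list median was -1.64 (adjusted permutation p = 0.431), and -1.30 with adjusted p = 0.0323 among contacts with above-median log2 CPM. Median log2 CPM was 4.22 from 80 to 160 kb and 7.02 beyond 320 kb, so that filter favours long contacts. Increased contacts were the longer ones, and lists were not matched on distance. The median of the cytokine genes differed from matched genes in the 24 hr comparison, and their counts by direction did not pass the test. Of 5 in the table (of 30), IL2 had 6 increased contacts, CSF2 4 and LIF 2, while IL10 had 3 decreased and TGFB1 2 decreased contacts, and the list median was 2.34 against -1.77 in random lists, adjusted permutation p = 0.0154, while the counts of 3 genes with increased and 2 with decreased contacts gave adjusted p = 0.226 and 0.160. IL2 is also a gene singled out by the study, and without it fewer than 5 cytokine genes are left and no test was run. The best supported IL2, CSF2 and LIF contacts rose by 3.69 ± 0.58, 2.31 ± 0.49 and 2.43 ± 0.47 (SE, the authors' deposited table). B cell markers had 5 of 15 genes in the table, with increased contacts at POU2AF1 (4), BLK (1) and MS4A1 (1) and decreased contacts at CD79A (9) and CR2 (1), and a median of 2.07 (adjusted permutation p = 0.0631, and 0.0341 with rotation along the genome). The other markers were CX3CR1 among 18 NK or CD8 genes and TNNT2 among 22 nonlymphoid genes, each with 1 increased contact, and no gene of 20 myeloid markers. TGFB1 and MS4A1 lay outside the rule and were named after their values were seen.

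Cytokine receptor and JAK-STAT genes had 17 of 26 in the table at 24 hr, 16 with decreased contacts (IL7R with 27, STAT6 with 6) and JAK2, named outside the rule after its values were seen, with 3 increased contacts (median -1.67, adjusted permutation p = 0.519). Chromatin architecture genes had 15 of 28, 14 with decreased contacts, including CTCF with 3 and NCAPG with 5, and LMNA with 2 increased contacts (median -2.09, adjusted permutation p = 0.431). Of 28 helper lineage genes 12 were in the table, 5 with increased contacts (IL18R1 with 6) and 8 with decreased contacts (STAT6 with 6, ZBTB7B with 4; median -1.41, adjusted permutation p = 0.255). Feedback regulators had 14 of 30 genes in the table, 5 with increased and 9 with decreased contacts (median -1.49, adjusted permutation p = 0.255), and SOCS3 and PDE4B had 7 decreased contacts each. Activation receptors had 12 of 28, with 4 increased and 8 decreased (CD44 with 18; median -1.56, adjusted permutation p = 0.396), and apoptosis genes 12 of 28, with 2 increased and 10 decreased (BIRC3 with 10; median -1.81, adjusted p = 0.765). Cell cycle genes had 13 of 40 in the table, 4 with increased contacts (BUB1 with 2) and 10 with decreased contacts (CCND2 with 11, beside 3 increased; median -2.13, adjusted permutation p = 0.431). Interferon-stimulated genes had 11 of 34, 10 with decreased contacts (ISG20 with 9; median -1.95, adjusted permutation p = 0.660), and ribosome biogenesis genes 10 of 30, 7 with decreased contacts (POLR1A and NOLC1 with 7 each; median -1.74, adjusted p = 0.879).

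Genes singled out by the study on these samples, which are not independent evidence of direction, had 9 of 11 in the 8 hr comparison and 10 of 11 at 24 hr, where 7 had increased contacts (IL2, IRF4, GPR108, DUSP5, PARK7, CLEC2D, TRIP10) and 6 had decreased contacts (CLEC2D, KLF2, DPEP2, SIK1, GPR108, TRIP10). At 24 hr their median was 0.52 against -1.80 in random lists (adjusted permutation p = 0.0132), although it was -0.0247 among contacts with above-median log2 CPM (adjusted p = 0.0323). The 7 genes with increased contacts compared with 1 in random lists (adjusted permutation p = 0.0352), a call that was lost for genes alone in their bins (4 of 5 genes, adjusted p = 0.204). At 8 hr the median was 2.20 (adjusted permutation p = 0.255), with 6 genes increased and 3 decreased (adjusted p = 0.139 for each count). GEM, the remaining gene, had no called contact.

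**Figure D3:**
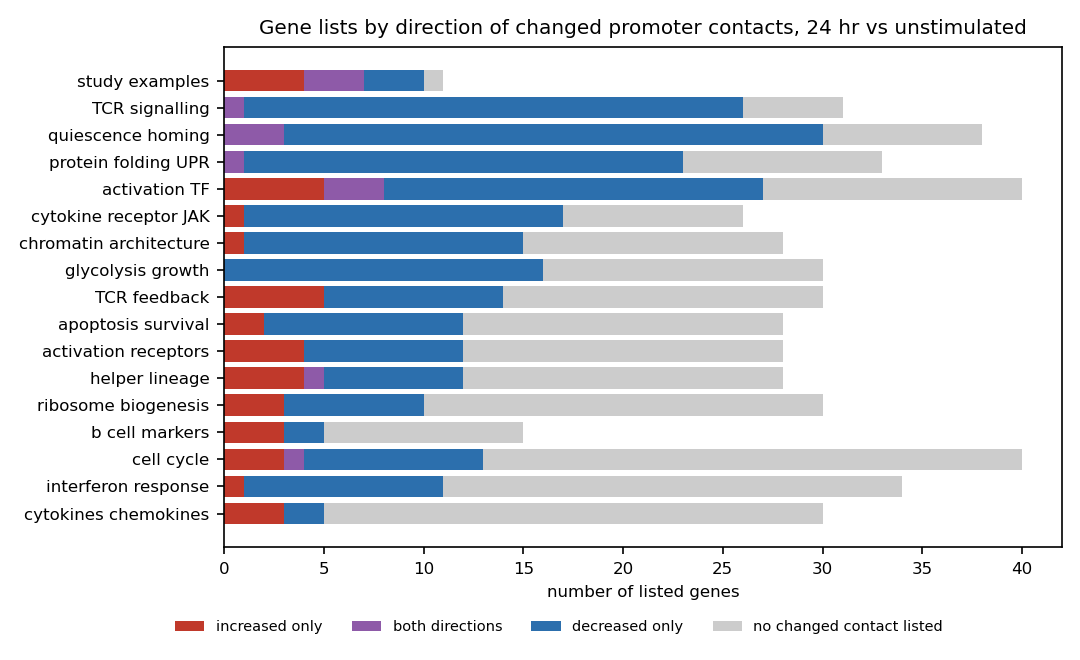
Number of genes per list (x axis) with increased contacts only (red), both directions (purple), decreased contacts only (blue) or no called contact listed (grey) at 24 hr against unstimulated cells. All 30 quiescence and homing genes and all 26 receptor signalling genes in the table have decreased contacts, and 3 of 5 cytokine genes have increased contacts only, a count that did not differ from matched random lists (adjusted permutation p = 0.226).

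The step from 8 hr to 24 hr was tested directly in a comparison of both stimulated groups, in which 7 contacts increased and 2 decreased. The increased contacts lay at GBX2 (9.90 ± 1.60), SETBP1 and SLC14A2 (5.60 ± 0.98), RP11-432J9.3 (3.90 ± 0.65), SYNM (2.84 ± 0.51), ISLR2 (2.76 ± 0.45), WNT3A (2.73 ± 0.49) and KALRN (2.55 ± 0.45), and the decreased ones at EPB41L4A-AS1 (-3.80 ± 0.65) and at DTL (-3.07 ± 0.52), a ubiquitin ligase substrate receptor gene (log2 fold change and SE, the authors' deposited table). Adjusted p ranged from 0.0137 at ISLR2 to 0.0498 at WNT3A. No member of the 20 gene lists had a called contact between 8 hr and 24 hr, and none of the 9 contacts passed an adjusted p of 0.01. Far more contacts were called at 24 hr than at 8 hr against unstimulated cells, and few passed the threshold between both times when this was tested itself.

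Contacts called at 8 hr were largely called again at 24 hr. Of 849 contacts, 597 (70.3%) were shared and all 597 kept their direction, comprising 143 of the increased contacts (49.7%) and 454 of the decreased contacts (80.9%). Across genes, 549 had decreased contacts only at both times, 83 had increased contacts only at both times, 10 went from increased to decreased and 2 went the other way. The log2 fold changes of shared contacts correlated at r = 0.983 with a covariance of 4.25, compared with 0.996 and 3.14 among contacts called in both comparisons in a simulation without any effect, in which 3.72% of calls were shared and 100% of these had the same direction. Both comparisons used the same unstimulated libraries. The simulation shared that group in the same way and gave each group equal noise, so its 3.72% already includes such sharing. A larger deviation of the unstimulated libraries was not simulated, and part of the excess may come from it. The number of contacts tested was not held, so the overlap of independent lists was not computed.

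Increased contacts spanned longer distances than decreased contacts. The median distance at 8 hr was 116 kb (interquartile range 76 to 160) for increased and 32 kb (16 to 72) for decreased contacts, and at 24 hr 116 kb (71.5 to 188) and 36 kb (20 to 100). The log2 ratio of median distances was positive on 18 of 18 chromosomes at 8 hr (mean 1.91, adjusted p = 5.33e-05, sign-flip permutation test) and on 22 of 22 at 24 hr (mean 1.70, adjusted p = 4.00e-05, from the smallest p the resamples can give, 1.00e-05). Of 4 kb contacts under 20 kb, 0.617% at 8 hr and 4.42% at 24 hr were increased, against 64.8% and 31.6% of those from 80 to 160 kb. Across called contacts, which are not independent, the log2 fold change at 24 hr had a Spearman correlation of -0.413 with distance (95% interval -0.464 to -0.360, bootstrap over chromosomes). The median over called contacts went from -1.33 under 20 kb to -3.17 beyond 320 kb. Only contacts past the threshold are held, and a contact with a larger SE needs a larger change to pass it. Neither value therefore measures how contacts in general changed with distance. At 8 hr the correlation was 0.146, with an interval that included 0 (-0.0797 to 0.331).

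The open regions at the far end of gained contacts were more often intergenic, in a comparison not matched on distance. Gained contacts were also the longer ones, so a difference in location cannot be told apart from one in distance. Regions outside protein-coding genes made up 68.9% of those in increased contacts and 36.0% of those in decreased contacts at 8 hr (higher on 16 of 17 chromosomes, adjusted p = 4.32e-04, sign-flip permutation test). At 24 hr they made up 57.6% and 33.9% (19 of 22, adjusted p = 1.00e-04, sign-flip permutation test). Regions inside genes of other types, such as lncRNA genes, were counted among them. Promoter to promoter contacts made up 17.0% of increased and 34.9% of decreased contacts at 8 hr (adjusted permutation p = 0.0768) and 29.1% and 42.7% at 24 hr (lower on 20 of 22 chromosomes, adjusted p = 4.00e-05). Among contacts of 20 to 100 kb the difference in promoter to promoter share did not pass the test (adjusted permutation p = 0.405 at 8 hr and 0.136 at 24 hr).

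**Figure D4:**
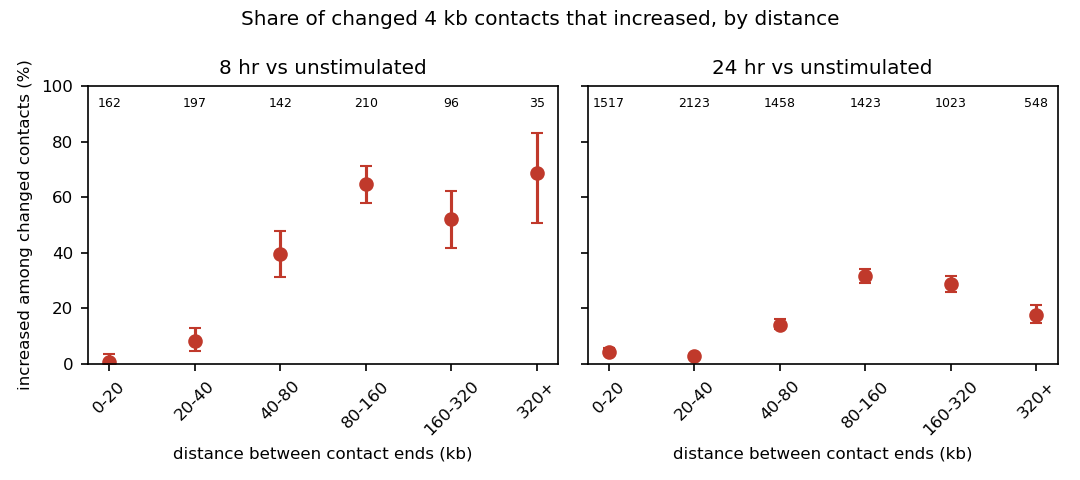
Percent of called 4 kb contacts that increased (y axis) by distance between the ends of a contact in kb (x axis) at 8 hr (left) and 24 hr (right) against unstimulated cells, with exact 95% binomial intervals over contacts as bars and the number of contacts above. The share runs from 0.617% under 20 kb to 68.6% beyond 320 kb at 8 hr, and at 24 hr peaks at 31.6% from 80 to 160 kb.

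Neighbouring bins of 1 structure are not independent calls. Merging gave 448 loci at 8 hr, 111 increased and 337 decreased, and 3409 loci at 24 hr, 614 increased and 2795 decreased. Without chromosome 21, which holds MIR155HG and was left out as a choice made after the data were examined, 220 contacts increased and 541 decreased at 8 hr.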

Values the study reported

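After 8 hr of stimulation, the study gave 907 promoter and open region pairs with increased contact and 1333 pairs with decreased contact. From 8 hr to 24 hr it gave 41 pairs with increased and 4 with decreased contact. Loop calling in the study found 933,755 loops in unstimulated cells, 900,267 at 8 hr and 551,802 at 24 hr.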

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

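The 9 contacts that differed between 24 hr and 8 hr stand out because the change between time points was itself tested by the authors and past their threshold, while 597 of the contacts called at 8 hr kept their direction at 24 hr. Log2 fold changes of 24 hr over 8 hr in the authors' deposited table were 9.90 at GBX2, 5.60 at SETBP1 and SLC14A2, 3.90 at RP11-432J9.3, 2.84 at SYNM, 2.76 at ISLR2, 2.73 at WNT3A, 2.55 at KALRN, -3.07 at DTL and -3.80 at EPB41L4A-AS1. The 9 contacts formed 9 separate loci of 1 contact each, 5 of them were also called at 24 hr against unstimulated cells with the same direction, and none was called at 8 hr against unstimulated cells. At GBX2, a homeobox gene, the SE of 1.60 leaves the size of the change open. No explanation was tested for these contacts.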

How the results depend on the processing

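Leaving out chromosome 21, leaving out nested 2 kb contacts and restricting direction by distance to promoters facing non-promoter regions were chosen after the data were examined. Decreases outnumbered increases against unstimulated cells under each setting run except among the 7 contacts at 2 kb at 8 hr. At an adjusted p of 0.01, 272 contacts (8 hr) and 2888 (24 hr) were called, in 151 and 1458 loci. Contacts above the median log2 CPM numbered 493 and 4195. At 2 kb alone there were 7 and 444 contacts, and at 1 kb alone 1, at 24 hr. Counting table lines gave 20606 (8 hr), 323770 (24 hr) and 42 (24 hr over 8 hr). The median log2 fold change of all called contacts at 8 hr turned from -1.43 at 4 kb to 2.91 at 2 kb, over 7 contacts. The Spearman correlation of log2 fold change with distance at 24 hr was -0.59 at 2 kb and -0.27 for promoters facing non-promoter regions. The correlation of shared log2 fold changes was 0.998 at 2 kb, over 6 contacts. The cause of these shifts was not tested, beyond the smaller sets that a stricter setting leaves. List shifts called numbered 2 of 22 as designed, 4 with rotation along the genome and 0 of 3 at 2 kb. Neither list called as designed held enough genes to be tested at 2 kb. The cytokine list could not be tested above the median log2 CPM either. For counts of changed genes, 1 of 44 was called as designed, 3 with rotation and 0 of 34 for genes alone in their bins, where 4 of the study's genes had increased contacts (adjusted permutation p = 0.204). Rotation calls, of shifts and of counts, include the activation transcription factors at 8 hr. Few distinct shifts exist among the genes of that comparison, so its rotated p-values are too small and were not read as calls. Over all settings, 38 of the leading results were labelled alike, 19 moved, 1 reversed and 1 was weaker. Alike meant a count close to the main one, a value inside the main interval, or an unchanged list call. The study's genes at 24 hr counted as alike although their median went from 0.52 to -0.0247 above the median log2 CPM. Of the results for other single lists, 150 kept their outcome and 5 passed the threshold under an alternative only. No paired analysis was possible because the table analysed holds no values per library, and for the same reason no library was left out in turn. An adjusted p of 0.1 and a new adjustment over the table were not run because only called contacts are listed, and for 24 hr over 8 hr nothing was left at 0.01, 2 kb or 1 kb. The depth of each single library, which limits how many contacts can be called, was not analysed here.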

Other observations

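Several regions outside the rule for named genes, chosen after their values were seen, held clusters of called contacts. At 8 hr the most decreased contacts in 1 locus lay in the type II keratin cluster on chromosome 12 (52976001 to 53088000), where 17 contacts at KRT1, KRT2, KRT72 and KRT73 had a median log2 fold change of -1.69 in the authors' deposited table. A region of chromosome 19 holding PRAM1, HNRNPM and MYO1F had 8 decreased contacts at 8 hr (median -2.08) and 32 at 24 hr (median -2.33; the authors' deposited table). The region of the kinase gene STK17B on chromosome 2 had 5 decreased contacts at 8 hr (median -1.48) and 41 at 24 hr (median -1.62), and the region of GPR183 and UBAC2 on chromosome 13 had 35 at 24 hr (median -1.58; the authors' deposited table). VIM, encoding vimentin, lay in a locus of 5 decreased contacts at 8 hr (median -1.44), and at 24 hr the region of SPATA3 and GPR55 and that of CARD9 had 11 increased contacts each, with medians of 2.17 and 1.32 (the authors' deposited table). In the CARD9 region the median distance was 12 kb, against 116 kb over all increased contacts at 24 hr.

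The counts at 8 hr here were 288 increased and 561 decreased contacts between distinct bins. Those are lower than the values quoted from the study above. The table lines at 8 hr numbered 4128 increased and 16478 decreased. Those are higher than the quoted values. Between 8 hr and 24 hr 7 contacts increased and 2 decreased, or 36 and 6 table lines. The contacts are fewer than the quoted pairs in both directions, and the lines are fewer among increases and more among decreases. How promoter and open region pairs were counted in the study could not be rebuilt, so these counts are not in a common unit.

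Of the tests that follow, the one of the shift at 24 hr and the one of the quiescence list were chosen after their results were seen, as was the reading of the test within classes of log2 CPM. The excess of decreased contacts at 24 hr (85.9%) was weighed against 3 explanations. Broad loci counted many times are argued against by the share of decreased loci, 82.0% (80.7 to 83.3%) once each locus counted once. A shift confined to the 24 hr libraries would separate them as much from the 8 hr libraries. However, 4 kb contacts decreased at 24 hr over 8 hr numbered 2. That was 0.0289% (0 to 0.0630%) of the 6920 decreased at 24 hr over unstimulated cells at the same adjusted p. At the same unadjusted p, the largest called at 24 hr over 8 hr, 703 of these compared with the 2. SEs were alike (median ratio 1.01) over 5 contacts called in both. These 5 were selected by passing both tests, so like precision over the other decreased contacts was not shown. The counts argue against such a shift only where precision was alike. A loss shared alike by all genes cannot be told apart from a loss at particular genes, because only called contacts were held, and the quiescence and homing list did not stand apart from matched genes in the table (adjusted permutation p = 0.396). The effect of stimulation itself, a shift shared by the 8 hr and 24 hr libraries and the joint normalization remain open and untested. The selection of contacts was not tested either. Contacts were limited to a consensus set of loops called on these same libraries. The loop numbers quoted above were highest in unstimulated cells, so this selection may contribute to the excess of decreases. Contacts outside the called set were not held, so its part cannot be told.

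Increased contacts spanned longer distances than decreased ones. A few loci with many long contacts do not account for this, since the ratio of median distances with 1 value per locus was 2 (1.75 to 2.29). Different genes with contacts of different length are argued against as the whole cause, since among 157 genes with both directions at 24 hr the increased contacts were the longer ones in 93 (59.2%, 51.2 to 66.5%). Within deciles of log2 CPM the mean ratio was 2.43 (1.96 to 2.75), above the bound of 1.2 set beforehand, but that bound was wrong because the measure rises with distance (Spearman 0.349) and so does not stand for contact frequency, and in the top decile the ratio was 0.739. Whether low contact frequency leaves little room for a decrease at long distance therefore cannot be told apart from an effect of stimulation, which may also favour long contacts.

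The gathering of 8 hr gains at MIR155HG was examined for a fault of binning. A single bin with altered coverage would take part in nearly all contacts of the locus, but the commonest of 35 bins took part in 18 of 63 (28.6%). Adjoining bins of 1 contact would collapse to a few, but 18 contacts remained after joining those adjoining at both ends. Bins without a promoter or an open region are not listed, so a single broad contact could also be left in separate pieces. That count therefore cannot decide the question. A candidate explanation is a gain of contact across the whole domain on activation, a hypothesis found on these data and not tested. A change in copy number or mappability over the whole region was not tested either.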
